A study of Mus musculus with 48 samples.

How the data were processed

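RNA of mouse macrophages was measured by 3′ mRNA sequencing in 48 libraries, which the labels place in 16 groups of 3. Per the labels' protocols, 100 ng of DNase-treated total RNA per sample went into QuantSeq FWD libraries, which were sequenced as single reads of 75 bases on a NextSeq instrument. A read of such a library marks the 3′ end of a transcript. The deposited table, by its name and its values, holds raw counts per gene and library, with 1 Ensembl gene ID per line. The aligner, the counting program, the genome build, the annotation and any use of molecular identifiers are not given in the sources used here. All values in the table were whole numbers, no column repeated another, and replicate libraries of a group differed by more than counting noise (mean chi-square per gene from 5.61 to 27.9 over 12 pairs of peritoneal libraries and from 2.57 to 42.6 over 36 pairs of bone marrow-derived libraries).

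Libraries were grouped by the titles and descriptions in the labels. The genotype field calls every bone marrow-derived library wild-type, while titles, descriptions and the series design separate wild-type (WT) from p53 knockout (KO) libraries. The grouping follows the latter, and p53 target genes are reported as a check of it. Gene symbols came from a table of gene IDs. Coordinates, GC content and transcript lengths came from GENCODE M21 (GRCm38), matched by gene ID. Of 51789 gene IDs, 51596 were found there and 193 were not. Coordinates are those of that annotation and not necessarily of the build behind the counts. The table has lines for 0 of the 37 mitochondrial genes of that annotation, so no mitochondrial share was computed.

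Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on filtered genes (filterByExpr by group), with TMM scaling and robust estimation of the dispersion, 1 mean per group and no block. The 12 peritoneal libraries and the 36 bone marrow-derived libraries were fitted apart. Filtering left 16955 and 11779 genes. The biological coefficient of variation was 0.168 in the first fit and 0.225 in the second, and TMM factors ranged from 0.945 to 1.05 and from 0.829 to 1.12. Genes are called at a Benjamini-Hochberg adjusted p under 0.05, two-sided, within a comparison. There were 22 comparisons, made up of 8 of AP-3-84 against vehicle, 6 differences between such responses (interactions) and 8 between vehicle groups. Values per gene are given as CPM (counts scaled to the same library total) computed from the counts with TMM scaling, as mean ± SD over n = 3 libraries, and log2 fold changes with their standard errors (SE). Fold changes and adjusted p-values without another name are from edgeR. A gene with 0 counts in a group is given a bound from a floor of 3 counts over the group. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

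Lists of response genes, 13 in all, were written from general knowledge: p53 targets, M1 markers, M2 markers, interferon-stimulated genes, NF-kB and inflammatory genes, integrated stress response, unfolded protein response, NRF2 targets, heat shock response, cholesterol synthesis, lysosome and autophagy, hypoxia and glycolysis, and cell cycle. They were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over all 104 tests of 13 lists in 8 comparisons. Beside it stand fry and camera with an estimated correlation. The list of p53 targets was also tested in 6 comparisons of KO with WT. Markers of 5 other cell types served only as lists of candidate sources of other cells' RNA, as summed CPM. These were B cells, T cells, neutrophils, ovarian epithelial or ID8 tumour cells, and eosinophils or mast cells.

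The test, the libraries in each fit, the gene lists and the rule for named genes were set before the data were examined. The rule names, in each AP-3-84 comparison, the 2 largest rises and the 2 largest falls among called genes with an average log2 CPM of 3 or more and all 3 treated libraries on the same side of all 3 vehicle libraries. It also names the 2 genes with the lowest p among those called in each interaction and, with an average log2 CPM of 3 or more, in each KO against WT comparison and in ascites against thioglycollate. Up to 5 rises and 5 falls were to be named among genes called alike in all 8 populations. It always names Trp53, Cdkn1a, Mdm2, Ccng1, Phlda3 and Eda2r for genotype, Nos2, Il1b, Arg1 and Retnla for polarization, and Xist and Ddx3y for the sex of donors. Other genes named below were chosen after their values were seen, and the text says so.

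The alternatives were median-ratio size factors, scaling by total counts only, no filter on low counts, the Wald test of DESeq2 1.42.0, only the libraries of the groups compared, all 48 libraries in one fit, an absolute log2 fold change of at least 1, the replicate number as a block, and leaving out each replicate in turn. For each count of calls, other splits of the same libraries were refitted, all 10 splits of 3 against 3 or 100 drawn ones for the interactions. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

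The edgeR and DESeq2 steps were tested on simulated data built from the real means and library sizes. In them 200 genes were changed, 100 of them 2-fold and 100 of them 4-fold. The changed genes were drawn from those with an average log2 CPM of 3 or more, so recovery among lower genes was not measured. Before the changes, each gene had the same mean share in every group, and no library was set out of place. For AP-3-84 in ascites libraries (16955 genes), edgeR recovered 94% of the 2-fold and 97% of the 4-fold changes, with 16 false calls among 207. For the ascites minus thioglycollate interaction on the same genes, it recovered 82% and 95%, with 6 false calls among 183. For AP-3-84 in WT M0 libraries (11779 genes), it recovered 59% and 97%, with 9 false calls among 165. For the KO minus WT interaction in M0 on those genes, it recovered 32% and 84%, with 6 false calls among 122. DESeq2 gave 12.1%, 10.7%, 10.9% and 10.6% false calls in the same simulations, in that order. In simulated ascites and WT M0 comparisons with the heat shock list raised, camera called that list and 0 other lists. Genes were simulated independently of each other, so this does not test for false calls of lists whose genes vary together. In the real data the estimated inter-gene correlation was 0.744 for interferon-stimulated genes in KO_M0. A 2-fold change was missed more often in the simulated bone marrow-derived libraries, which were both less deep and more variable, and depth alone was not varied.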

Results

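Gene expression was measured in macrophages of 8 populations after 4 h with 10 µM AP-3-84, a compound that the labels name without describing, or with an equal volume of its vehicle DMSO. The series asks how the compound changes expression in macrophages of different origin. Each of the 16 groups had 3 libraries. The ascites population was F4/80-positive cells sorted from peritoneal washes of mice 45 days after injection of ID8, a mouse ovarian tumour line. The thio population was F4/80-positive cells sorted 4 days after 1 ml of 3% thioglycollate, an irritant that draws macrophages into the peritoneum. The other 6 populations were bone marrow-derived macrophages from WT or p53 KO mice, grown for 6 days in 10 ng/mL M-CSF. They were left unpolarized (M0), or kept a further 24 h with 100 ng/mL LPS and 50 ng/mL IFN-γ (M1) or with IL-4 and IL-13 at 10 ng/mL each (M2). They are called WT_M0, WT_M1, WT_M2, KO_M0, KO_M1 and KO_M2.

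Total counts per library ranged from 15532373 to 19417581 in the 12 peritoneal libraries and from 3081707 to 4645148 in the 36 bone marrow-derived libraries. The ratio of the medians was 4.3, and the biological coefficient of variation was 0.168 and 0.225. The 10 most abundant genes took 14.5% to 20.6% of the counts in peritoneal libraries and 10.1% to 23.3% in bone marrow-derived ones. Xist, the transcript of the inactive X chromosome, stood at 476 to 749 CPM in peritoneal libraries and at no more than 1 count in any bone marrow-derived library. The Y-linked gene Ddx3y stood at 44.2 to 95.4 CPM in bone marrow-derived libraries and at no more than 2 counts in any peritoneal library. Sex-linked expression thus followed the origin of the cells, and no comparison was made between the peritoneal and the bone marrow-derived libraries.

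The genotype labels were checked first. Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873 in GRCm38) stood at 4.79 to 13.2 CPM in the 18 WT libraries, at 2.7 to 9.11 CPM in the 18 KO libraries and at 9.1 to 19.9 CPM in the 12 peritoneal libraries. The labels do not say which part of the gene was deleted, and a 3′ tag outside that part checks nothing. In vehicle libraries, Trp53 was lower in KO_M0 than in WT_M0 by a log2 fold change of -1.34 (SE 0.402, edgeR adjusted p 0.0102), a call lost without KO_M0 vehicle replicate 1 (edgeR adjusted p 0.0536, from 0.00272 to 0.0536 over the alternatives). It was not called in M1 (log2 fold change -0.22, edgeR adjusted p 0.765) or in M2 (log2 fold change -0.63, edgeR adjusted p 0.407), and in M1 its sign was positive under scaling by total counts (0.03) and without KO_M1 vehicle replicate 3 (0.09). The p53 target genes separated the libraries. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) stood at 555 to 1120 CPM in the 18 WT libraries and at 34.1 to 292 CPM in the 18 KO libraries. Ccng1 stood at 74.8 to 240 CPM in WT and at 25.2 to 43.8 CPM in KO libraries, and Phlda3 at 9.17 to 40.4 CPM and at 0 to 1.31 CPM. The ranges of Mdm2 overlapped, from 146 to 444 CPM in WT and from 52.8 to 218 CPM in KO libraries.

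**Figure D1:**
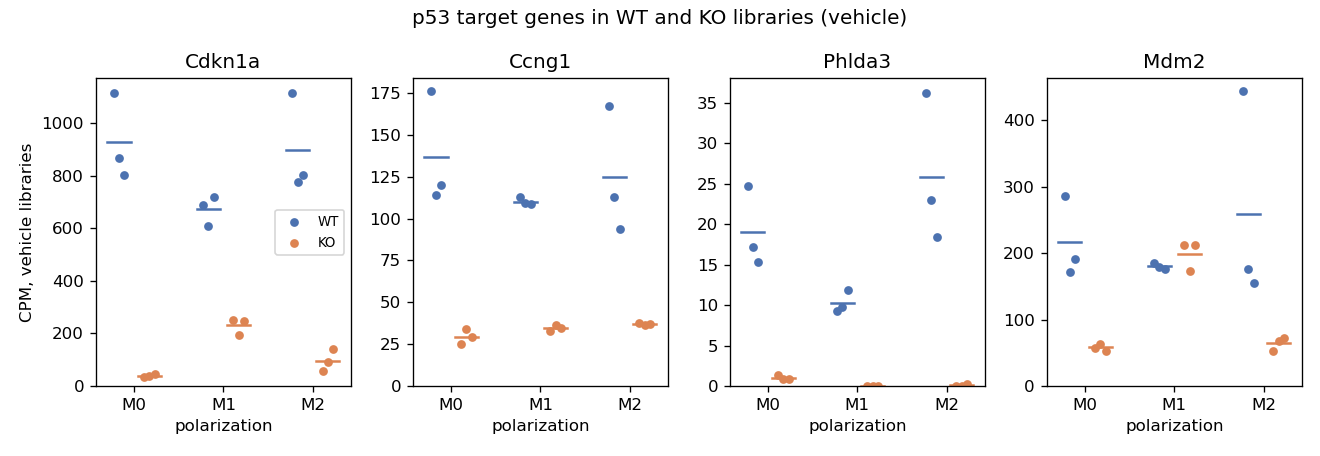
CPM of 4 p53 target genes in the vehicle libraries by polarization, with 1 point per library and the mean of 3 libraries as a line, WT in blue and KO in orange. Cdkn1a, Ccng1 and Phlda3 lay lower in every KO library than in every WT library, whereas Mdm2 in M1 averaged 181 CPM in WT and 199.6 CPM in KO.

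In vehicle libraries, Cdkn1a fell from 927 ± 164 CPM in WT_M0 to 38.8 ± 6.12 CPM in KO_M0 (SD, n = 3; log2 fold change -4.58, SE 0.318, edgeR adjusted p 1.12e-10), from 672 ± 56.4 to 232 ± 31.1 CPM in M1 (log2 fold change -1.54, SE 0.277, edgeR adjusted p 0.000655) and from 898 ± 188 to 96.9 ± 43.5 CPM in M2 (log2 fold change -3.21, SE 0.296, edgeR adjusted p 5.66e-08). Ccng1 was lower in KO by log2 fold changes of -2.22, -1.67 and -1.75 in M0, M1 and M2 (edgeR adjusted p 1.27e-07, 2.16e-05 and 1.66e-05). Mdm2 was lower in M0 (log2 fold change -1.89, edgeR adjusted p 1.08e-05) and in M2 (log2 fold change -2.01, edgeR adjusted p 7e-05), but not in M1 (log2 fold change 0.14, edgeR adjusted p 0.779). The M2 call of Mdm2 was lost in 1 of 14 alternatives (edgeR adjusted p from 1.84e-21 to 0.193). Phlda3 had 11 counts over the 3 KO_M0 vehicle libraries and 1 over the 3 KO_M2 vehicle libraries, against 242 and 264 in WT. In M1 it had 0 counts in KO and 115 in WT, which is at least 41.7-fold lower in KO against a floor of 3 counts over the group (edgeR adjusted p 4.85e-07). Eda2r was too low to be tested, with 0 counts in the vehicle libraries of each KO population and 11, 6 and 13 counts in WT. The list of 26 p53 targets, 24 of them tested, was lower in KO in M0 (median log2 fold change -1.11, camera adjusted p 1.4e-10), in M1 (median -0.51, camera adjusted p 0.00254) and in M2 (median -0.88, camera adjusted p 1.32e-27). All 3 calls held under fry, and the one in M1 was lost with an estimated correlation (adjusted p 0.0817). Of the 24 genes, 14, 9 and 12 were called among all genes tested, and 15, 15 and 15 when adjusted over the list alone.

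Against vehicle, AP-3-84 changed 303 of 16955 genes in ascites (286 higher, 17 lower) and 733 in thio (425 higher, 308 lower). Of 11779 genes in bone marrow-derived cells, it changed 17 in WT_M0 (17 higher, 0 lower), 2 in WT_M1 (2 higher, 0 lower), 142 in WT_M2 (27 higher, 115 lower), 2440 in KO_M0 (1430 higher, 1010 lower), 0 in KO_M1 and 6 in KO_M2 (4 higher, 2 lower). For the 0 of edgeR in KO_M1, DESeq2 also gave 0, and 206 genes had an unadjusted p under 0.05, or 1.75% of those tested. Without a filter on low counts edgeR gave 29 there. After corrections for GC content, transcript length and library depth, the count was 361, 329 and 727 in thio and 236, 269 and 298 in ascites. Among the alternatives, the ascites count was lowest in the fit of all 48 libraries, with 112, and highest without a filter on low counts. Under scaling by total counts, 81.8% of the ascites calls were higher against 94.4% with TMM, and in WT_M2 33.1% against 19%. Total-count scaling put the median of all genes in WT_M2 at 0.11 on the log2 scale.

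**Figure D2:**
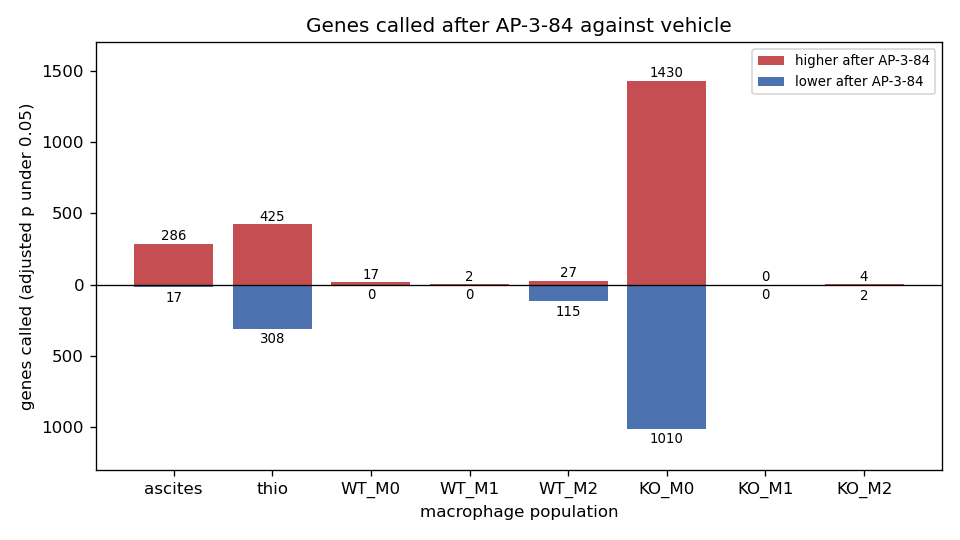
Number of genes called after AP-3-84 against vehicle (edgeR, adjusted p under 0.05) in each population, higher as red bars above 0 and lower as blue bars under 0. KO_M0 had 1430 higher and 1010 lower genes, and KO_M1 had 0 of each.

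Single libraries moved several of these counts by over 1.5 times. The ascites count was 196 without vehicle replicate 2. The thio count was 427, 440 and 465 without vehicle replicates 3, 1 and 2, and 445 without AP-3-84 replicate 3. The WT_M0 count was 0, 6 and 4 without vehicle replicates 1, 2 and 3, and 1 and 3 without AP-3-84 replicates 1 and 2. In WT_M1 it was 1 without vehicle replicate 1 or AP-3-84 replicate 1, 5 without AP-3-84 replicate 2 and 17 without vehicle replicate 3. In WT_M2 it was 92 without vehicle replicate 1, and 29 and 45 without AP-3-84 replicates 1 and 2. In KO_M0 it was 1335 and 1074 without AP-3-84 replicates 1 and 2. In KO_M2 it was 562 without vehicle replicate 1, 66 without AP-3-84 replicate 1, 0 without vehicle replicate 2, and 1 without vehicle replicate 3 or AP-3-84 replicate 2 or 3. Beside the counts of 0 of edgeR, 1107 genes in WT_M0 and 1454 in KO_M2 had an unadjusted p under 0.05 with every library, and DESeq2 called 50 and 71.

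The largest rises in the peritoneal populations were those of the heat shock genes Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156) and Hspa1b (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238). These neighbours share 68% of the 30-base stretches of the shorter transcript set, so their separate values are uncertain. In ascites, Hspa1a rose from 2.47 ± 0.214 to 738 ± 23.7 CPM (SD, n = 3), which is 298-fold (log2 fold change 8.22, SE 0.195, edgeR adjusted p 3.73e-10), and Hspa1b from 2.09 ± 0.266 to 346 ± 20.2 CPM (log2 fold change 7.37, SE 0.149, edgeR adjusted p 5.55e-14). In thio, Hspa1a rose from 4.04 ± 1.25 to 372 ± 57.4 CPM (log2 fold change 6.52, SE 0.181, edgeR adjusted p 2.17e-09) and Hspa1b from 0.841 ± 0.223 to 113 ± 18.4 CPM (log2 fold change 7.07, SE 0.166, edgeR adjusted p 5.15e-13). These 4 calls held under all 14 alternatives. The largest falls by the rule were Galk2 (log2 fold change -0.56, edgeR adjusted p 0.0468) and Slfn4 (-0.49, edgeR adjusted p 0.00221) in ascites, and F13a1 (-1.02, edgeR adjusted p 4.3e-06) and Cacna1d (-0.86, edgeR adjusted p 8.86e-05) in thio. Galk2 lost its call in 11 of 14 alternatives, of which 6 left out a library. The edgeR adjusted p was 0.155, 0.201 and 0.0736 without vehicle replicates 1, 2 and 3 and 0.142, 0.0576 and 0.105 without AP-3-84 replicates 1, 2 and 3 (0.00344 to 0.439 over the alternatives). Slfn4, F13a1 and Cacna1d lost theirs in 2, 1 and 2 alternatives, none of which left out a library.

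Hspa1a was higher in 24 of 24 treated libraries than in every vehicle library of the same population, and Hspa1b in 23 of 24. By edgeR, Hspa1a was called in 6 populations and Hspa1b in 5. In WT_M2, Hspa1a rose from 5.83 ± 0.735 to 139 ± 73.2 CPM (SD, n = 3; log2 fold change 4.56, SE 0.47, edgeR adjusted p 1.44e-06) and Hspa1b by 4.42 (SE 0.564, edgeR adjusted p 5.19e-05). That Hspa1b call was lost in 1 of 14 alternatives (highest edgeR adjusted p 0.117), but not without any single library. In KO_M0, Hspa1a rose from 1.26 ± 0.838 to 32.5 ± 18.8 CPM (log2 fold change 4.61, SE 0.569, edgeR adjusted p 2.23e-06). In WT_M0 it rose from 1.53 ± 0.47 to 22.3 ± 8.11 CPM (log2 fold change 3.85, SE 0.548, edgeR adjusted p 0.00115). In KO_M2 it rose from 2.69 ± 2.1 to 30.9 ± 3.76 CPM (log2 fold change 3.54, SE 0.504, edgeR adjusted p 0.00116), a call lost without vehicle replicate 2 (edgeR adjusted p 0.0528, from 1.47e-24 to 0.0605 over the alternatives). In M1 it was not called by edgeR, with a log2 fold change of 2.15 in WT_M1 (edgeR adjusted p 0.232) and 0.90 in KO_M1 (edgeR adjusted p 1). DESeq2 called Hspa1a in 7 populations, all but KO_M1. The rise of Hspa1a differed between ascites and thio by 1.69 (SE 0.26, edgeR adjusted p 0.0389) and between M1 and M0 by -2.71 (SE 0.6, edgeR adjusted p 0.0326), while that of Hspa1b had no called difference in either test (0.30 and -1.74, edgeR adjusted p 0.809 and 0.269). Neither gene had a called difference between KO and WT in M0, M1 or M2 (edgeR adjusted p 0.602, 0.779 and 0.533 for Hspa1a and 0.538, 0.889 and 0.611 for Hspa1b).

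**Figure D3:**
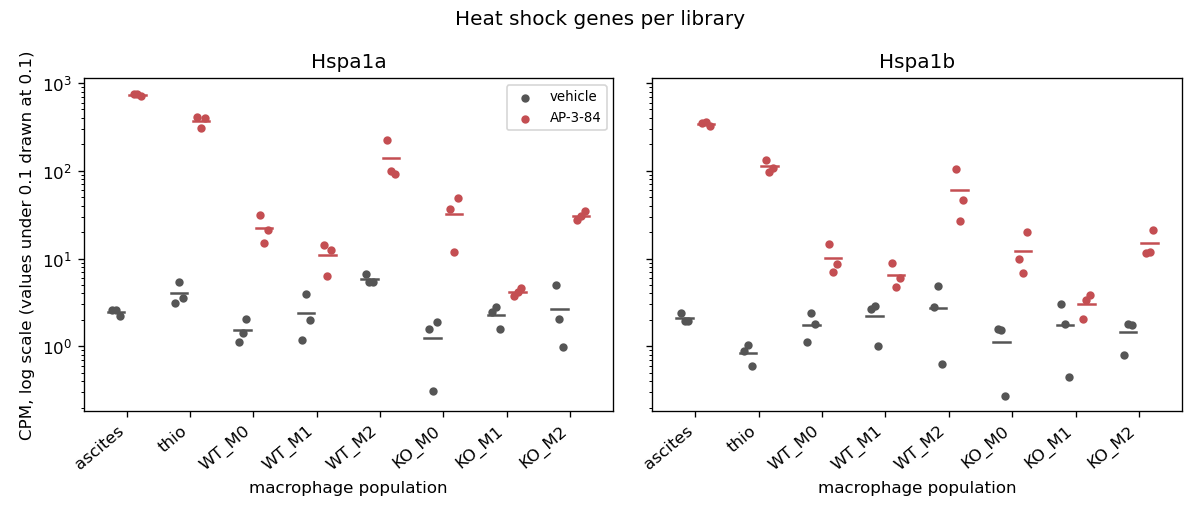
CPM of Hspa1a and Hspa1b per library on a log axis, by population, with vehicle libraries in grey, AP-3-84 libraries in red and the mean of 3 libraries as a line. Treated libraries of ascites averaged 738 CPM of Hspa1a and those of KO_M1 4.19 CPM.

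Elsewhere the rule named other genes. In WT_M0 these were Ednrb (log2 fold change 2.29, SE 0.447, edgeR adjusted p 0.02) and Gclc (1.89, SE 0.318, edgeR adjusted p 0.00642). The Ednrb call was lost without vehicle replicates 1 and 2 (edgeR adjusted p 0.231 and 0.155) and AP-3-84 replicates 1 and 2 (0.243 and 0.0871), and the Gclc call without vehicle replicates 1 and 3 (edgeR adjusted p 0.0646 and 0.0826) and AP-3-84 replicate 1 (0.0777). Over the alternatives the edgeR adjusted p ranged from 7.63e-15 to 0.243 and from 1.02e-14 to 0.0826. In WT_M1 they were Gdf15, which rose from 13 ± 1.76 to 71.7 ± 22.3 CPM (SD, n = 3; log2 fold change 2.46, SE 0.318, edgeR adjusted p 0.000132), and Gadd45b (1.5, SE 0.238, edgeR adjusted p 0.00258), lost without vehicle replicate 1 (edgeR adjusted p 0.117) and AP-3-84 replicate 1 (0.0807), with a range from 7.14e-07 to 0.117. In WT_M2, Ccl8 fell by 6.15 (SE 1.17, edgeR adjusted p 0.00622) and Saa3 by 4.28 (SE 0.95, edgeR adjusted p 0.0218) on the log2 scale. Their vehicle values rested on replicate 1, since the group stood at 149.9 ± 227 CPM for Ccl8 and 1265 ± 1867 CPM for Saa3, and both calls were lost without it (edgeR adjusted p 0.114 and 0.374). Both were also lost without AP-3-84 replicates 1 (edgeR adjusted p 0.0697 and 0.142) and 2 (0.0679 and 0.0854), and Saa3 without replicate 3 (0.101). The ranges over the alternatives were 2.22e-62 to 0.384 for Ccl8 and 1.92e-101 to 0.436 for Saa3. In KO_M0, Slc13a3 rose from 5.99 ± 2.55 to 2076 ± 1268 CPM (log2 fold change 8.45, SE 1.2, edgeR adjusted p 2.73e-05) and Marco from 16.2 ± 1.68 to 1812 ± 1231 CPM (log2 fold change 6.80, SE 0.819, edgeR adjusted p 3.74e-06), while Gpr34 fell by 2.68 and Angptl4 by 2.65 (edgeR adjusted p 0.000925 and 0.00735). Angptl4 lost its call without AP-3-84 replicates 1 and 2 (edgeR adjusted p 0.0561 and 0.0606, from 1.31e-05 to 0.0816 over the alternatives). In KO_M2, March1 rose by 1.30 and Dab2 fell by 1.49 (edgeR adjusted p 0.0439 for each). Both calls were lost without vehicle replicates 2 (edgeR adjusted p 0.411 and 0.217) and 3 (0.63 and 0.63) and AP-3-84 replicates 2 (0.174 and 0.214) and 3 (0.213 and 0.199), with ranges from 3e-06 to 0.63 and from 2.56e-12 to 0.63.

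Calls were counted across populations. Of 11451 genes tested in both fits, 0 were called in the same direction in all 8 populations by edgeR, and 0 by DESeq2. As KO_M1 had 0 calls by either tool, this count had to be 0 and does not tell whether the populations share a response. The largest number of populations for 1 gene was 6 (Hspa1a), or 7 by DESeq2. Calls alike in at least 4 populations were made for 6 genes, all higher, against 17 by DESeq2 and 60 without a filter on low counts, where 4 genes were called in 7 populations. Besides Hspa1a and Hspa1b these were Eif5, Srxn1, Gdf15 and A530064D06Rik, named after their values were seen. When treatment labels were redrawn 100 times within every population, the labelled one included, the count in at least 4 populations was 0 in the other draws. In at least 2 populations 241 genes were higher and 115 were lower, 356 in all, against at most 151 in the other draws. Across genes, which are not independent replicates, log2 fold changes of 28 pairs of populations had a median Pearson r of 0.033 and a median Spearman rho of 0.022. Pearson r ranged from -0.23 (KO_M0 and KO_M2) to 0.331 (ascites and thio, rho 0.332). For genes with an average log2 CPM of 3 or more, the ascites and thio r was 0.642 and the median over pairs 0.0755.

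Gene lists were tested to name processes that change together. Camera called 47 of 104 tests, 33 higher and 14 lower. Of these, 32 were also called by fry in the same direction, fry called 35 in all, and camera with an estimated correlation called 15. Median, mean and test had the same sign in every call. NRF2 targets (19 genes) were higher in 7 populations, all but KO_M1, with median log2 fold changes from 0.14 to 0.78, and 5 of the calls held under fry and 4 with an estimated correlation. The integrated stress response (24 genes) was higher in 5 populations, with medians from 0.33 to 1.14, of which 4 held under either. The heat shock list (17 genes) was higher in ascites (median 0.88, camera adjusted p 3.28e-185), thio (0.45, camera adjusted p 6.45e-100), WT_M2 (0.30, camera adjusted p 5.63e-08) and KO_M0 (0.61, camera adjusted p 0.000514), and these 4 calls held under both. The p53 targets were higher in ascites, thio, WT_M1 and WT_M2, with medians of 0.10, 0.01, 0.48 and 0.30. With a gene at 0 counts in 1 group set to its bound, the thio median was 0.03. Fry held 3 of the 4 calls, and only that in WT_M1 held with an estimated correlation (camera adjusted p 0.00167).

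Interferon-stimulated genes were lower in 5 populations (ascites, thio, WT_M0, WT_M2 and KO_M2), with medians from -1.08 to -0.15, and higher in KO_M0 (1.60). Fry held 2 of the 5 lower calls and the higher one, and 0 held with an estimated correlation. In WT_M2 the M1 markers (median -2.32, camera adjusted p 1.37e-17) and the inflammatory genes (-1.12, camera adjusted p 1.42e-19) were lower. In KO_M0 they were higher, with medians of 2.51 and 1.45, or 1.57 and 1.32 with genes at 0 counts in 1 group set to their bound. M2 markers were lower in WT_M2 and KO_M0, where the KO_M0 median was -1.05, or -0.64 with the bound. Fry held the KO_M0 call and lost that in WT_M2 (fry adjusted p 0.0627). Neither held with an estimated correlation (camera adjusted p 0.229 in WT_M2 and 0.198 in KO_M0). The unfolded protein response was higher in 3 populations, cholesterol synthesis higher in 3 and lower in 1, lysosome and autophagy genes higher in 1 and lower in 1, hypoxia and glycolysis lower in 1, and the cell cycle higher in 3 and lower in 2. Of these calls, fry held 2 of the unfolded protein response and 2 higher and 1 lower of cholesterol synthesis. For lysosome and autophagy genes fry held only the lower call, and for the cell cycle 1 higher and 1 lower. It did not hold the hypoxia and glycolysis call, and called that list higher in 2 other populations. With an estimated correlation 0 calls of these lists held. Over the 8 populations, the calls of single genes were 38 in the heat shock list, or 50 when adjusted over the list alone, 37 and 77 in the NRF2 list, 32 and 53 in the integrated stress response and 12 and 26 in the p53 list.

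**Figure D4:**
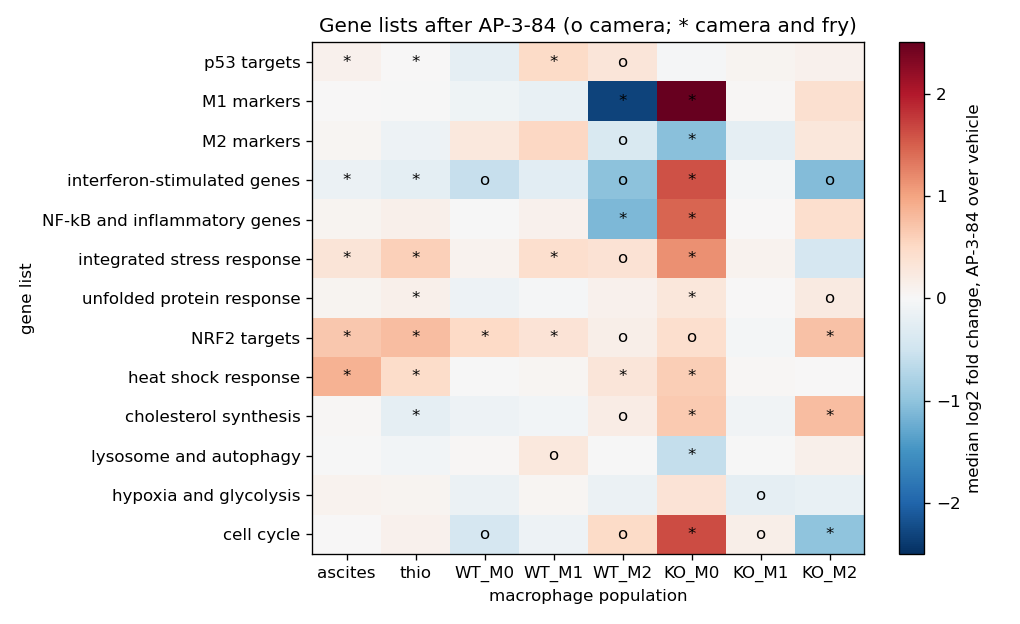
Median log2 fold change after AP-3-84 of 13 gene lists (lines) in 8 populations (columns), red higher and blue lower, with a circle where camera alone called the list and a star where fry called it too. NRF2 targets were called higher in 7 populations and the heat shock list in 4.

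Whether populations responded differently was tested by interactions. The response in KO minus that in WT gave 2002 calls in M0 (1179 higher, 823 lower), 1 in M1 (lower) and 208 in M2 (127 higher, 81 lower). Ascites minus thio gave 20 (13 higher, 7 lower). The mean over genotypes of M1 minus M0 gave 58 (15 higher, 43 lower) and that of M2 minus M0 gave 220 (28 higher, 192 lower). Without a filter on low counts the M2 count of KO minus WT was 757, and under total counts 36.1% of its calls were higher against 61.1%, with the median of all genes at -0.15. In M0, the lowest p-values were those of Cd300e (log2 difference 7.58, SE 0.645, edgeR adjusted p 1.46e-08) and Zfp811 (8.91, SE 0.925, edgeR adjusted p 2.63e-07). Cd300e went from 0.645 to 68.7 CPM in KO_M0 and from 28.5 to 14.9 CPM in WT_M0. Zfp811 had 1 count over the 3 KO_M0 vehicle libraries, so its fitted difference depends on the prior count. In M1 the call was Gdf15 (-2.36, SE 0.422, edgeR adjusted p 0.0483), at 103 ± 23 and 111 ± 19.5 CPM (SD, n = 3) in KO_M1 vehicle and treated libraries. It was lost in 12 of 20 alternatives, of which 10 left out a library. The edgeR adjusted p of Gdf15 was 0.148, 0.407 and 0.206 without WT_M1 vehicle replicates 1, 2 and 3, 0.0848 and 0.194 without WT_M1 AP-3-84 replicates 1 and 3, 0.258 and 0.195 without KO_M1 vehicle replicates 1 and 3, and 0.0593, 0.278 and 0.267 without KO_M1 AP-3-84 replicates 1, 2 and 3 (1.11e-10 to 0.407 over the alternatives). In M2 they were Pgm2l1 (-2.79, SE 0.358, edgeR adjusted p 6.64e-05) and Malt1 (3.34, SE 0.457, edgeR adjusted p 0.000137).

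In ascites minus thio, the rule named Mthfd2 (-1.5, SE 0.13, edgeR adjusted p 4.22e-05), which went from 76.3 to 84.3 CPM in ascites and from 10.6 to 33.3 CPM in thio, and Gadd45b (1.11, SE 0.122, edgeR adjusted p 0.000628). Each call was lost in 1 of 20 alternatives (highest edgeR adjusted p 0.0902 and 0.185), but not without any single library. In M1 minus M0 the rule named Cd300e (-2.82, SE 0.409, edgeR adjusted p 0.00155) and Bcl2a1a (-2.83, SE 0.437, edgeR adjusted p 0.00192). The 2 genotypes differed in direction for Cd300e, whose log2 fold changes were -0.93 in WT_M0 and 0.05 in WT_M1 against 6.65 in KO_M0 and 0.04 in KO_M1, so the negative mean came from KO. Bcl2a1a went from 1.09 to 40.9 CPM in KO_M0 and from 102.6 to 101.6 CPM in KO_M1. In WT it went from 5.49 to 4.74 CPM in M0 and from 107.6 to 71.2 CPM in M1. Its negative mean thus came mostly from the rise in KO_M0. In M2 minus M0 the rule named Bcl2a1a (-3.62, SE 0.447, edgeR adjusted p 7.33e-05) and Siglece (-4.06, SE 0.554, edgeR adjusted p 0.000395). Here Bcl2a1a also fell in WT_M2, from 48.25 to 10.59 CPM, and stood at 37.25 and 37.61 CPM in KO_M2 vehicle and treated libraries. Bcl2a1a shares 57.7% and 78.6% of its 30-base stretches with 2 copies, so its counts are uncertain. The list of p53 targets responded less in KO than in WT in M1 (median difference -0.51, camera adjusted p 0.000119, fry adjusted p 0.0101) and showed no called difference in M0 or M2 (camera adjusted p 0.267 for each). For the heat shock, NRF2 and integrated stress response lists, chosen after their responses were seen, camera called 13 of 18 tests and fry 7. The heat shock list responded more in KO than in WT in M0 (median difference 0.59, camera adjusted p 0.017, fry adjusted p 0.00369) and less in M2 (-0.30, camera adjusted p 0.0123, fry adjusted p 0.0204), with no call in M1 (camera adjusted p 0.313). It responded more in ascites than in thio (0.22, camera adjusted p 7.08e-09, fry adjusted p 0.00425) and less in M1 than in M0 (-0.18, camera adjusted p 0.0118, fry adjusted p 0.0204). The integrated stress response was called by camera in all 6 differences, higher in KO minus WT in M0 (1.25, camera adjusted p 8.92e-05, fry adjusted p 0.00369) and lower in the other 5, of which fry called ascites minus thio and M2 minus M0 (fry adjusted p 0.0366 and 0.00551). NRF2 targets were called by camera in 3 and by fry in 0 (lowest fry adjusted p 0.065, with 3 unadjusted fry p under 0.05 among KO minus WT in M1, in M2 and M1 minus M0).

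Vehicle groups gave the background for these responses. KO differed from WT in 3906 genes in M0 (1929 higher, 1977 lower), 1372 in M1 (699 higher, 673 lower) and 419 in M2 (143 higher, 276 lower). Among the alternatives, the M2 count was lowest with only the 6 libraries of the groups compared, at 7. The KO_M0 vehicle libraries stood apart from other vehicle libraries of bone marrow-derived cells, at 15400 to 19100 CPM of Apoe (chosen after its values were seen) against 63 to 1690 CPM, and at a summed 425 to 541 CPM of cell cycle genes against 1260 to 3560 CPM. Under total counts the share of higher calls was 89% against 50.9% in M1 and 76.6% against 34.1% in M2, with medians of all genes at 0.27 and 0.19. The M1 count was 580 and 668 without KO vehicle replicates 3 and 1, and 693, 674 and 786 without WT vehicle replicates 1, 2 and 3. The M2 count was 916, 125 and 97 without KO vehicle replicates 1, 2 and 3, and 278 without WT vehicle replicate 1. By the rule, Cdkn1a and Fscn1 (log2 fold change 4.06, SE 0.394, edgeR adjusted p 5.15e-08) led in M0, Gadd45b (3.27, SE 0.238, edgeR adjusted p 4.38e-11) and Plk2 (3.64, SE 0.348, edgeR adjusted p 3.52e-08) in M1, and Cdkn1a and Il21r (-1.67, SE 0.183, edgeR adjusted p 5.99e-07) in M2.

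M1 differed from M0 in 1825 genes in WT (943 higher, 882 lower) and 5244 in KO (2681 higher, 2563 lower), and M2 from M0 in 2761 in WT (1497 higher, 1264 lower) and 4481 in KO (2366 higher, 2115 lower). Under total counts the share of higher calls in WT was 16.9% against 51.7% for M1 and 30.7% against 54.2% for M2, with medians of all genes at -0.30 and -0.20. The WT M1 count was 1118 and 1202 without M1 vehicle replicates 2 and 3, and 1125 without M0 vehicle replicate 3. Arg1 was higher in M2 by log2 fold changes of 8.52 in WT and 10.43 in KO (edgeR adjusted p 1.73e-09 and 3.15e-10), and in M1 by 3.57 and 5.90 (edgeR adjusted p 0.000295 and 6.55e-07). Retnla was higher in M2 by 12.24 in WT and 9.96 in KO (edgeR adjusted p 8.12e-07 and 1.34e-06) and not called in M1 (edgeR adjusted p 0.734 and 0.366). In KO it gained a call there without a filter on low counts (lower, edgeR adjusted p 0.00023, with a range from 0.00023 to 0.718). Il1b was higher in M1 by 2.89 and 5.44 (edgeR adjusted p 0.00525 and 5.67e-06) and not called in M2 (edgeR adjusted p 0.226 and 0.3). There Il1b gained a call as higher without a filter on low counts in WT (edgeR adjusted p 3.42e-07, with a range from 3.42e-07 to 0.877) and in KO (edgeR adjusted p 6.69e-05), and in KO also with only the libraries of the groups compared (edgeR adjusted p 0.01, with a range in KO from 6.69e-05 to 0.46). Nos2 was low, with 3.38 ± 1.68 CPM in WT_M1 and 12.2 ± 4.84 CPM in KO_M1 (SD, n = 3). It was higher in M1 than in M0 in WT (edgeR adjusted p 0.00717) and, with 0 counts in KO_M0 and 146 in KO_M1, at least 43.4-fold higher in KO (floor of 3 counts over the group, edgeR adjusted p 2.4e-06). Nos2 was also higher in M2 than in M0, from 3 to 24 counts in WT (edgeR adjusted p 0.0186, lost at 0.0817 and 0.0869 without M0 vehicle replicates 1 and 2 and at 0.27 without M2 vehicle replicate 1, with a range from 0.00252 to 0.27) and from 0 to 39 in KO (edgeR adjusted p 4e-04).

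Ascites and thio vehicle libraries differed in 5716 genes (3444 higher in ascites, 2272 lower). Under total counts 70.3% of the calls were higher against 60.3%, with the median of all genes at 0.14. Donors of these populations also differ in the strain genotype that the labels give and in the presence of a tumour, so the comparison is of the whole preparations. The lowest p-values by the rule were those of Gpnmb, at 652 ± 34.8 CPM in ascites and 9157 ± 111 CPM in thio (SD, n = 3; log2 fold change -3.81, SE 0.065, edgeR adjusted p 1.01e-16), and Mfge8, at 54.3 ± 2.31 and 1979 ± 36 CPM (log2 fold change -5.19, SE 0.088, edgeR adjusted p 1.01e-16).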

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

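The tests for 1 library out of place, of the KO_M0 libraries as untreated or as WT, and of a culture difference, and of a swap between polarizations were chosen after the results were seen, while the other splits and the tests of depth, GC content, transcript length and the most abundant genes were planned.

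The response to AP-3-84 differed between populations in 6 tests of the difference itself, which is what brought these results here. KO minus WT gave 2002 genes in M0, 1 in M1 and 208 in M2. Ascites minus thio gave 20, M1 minus M0 gave 58 and M2 minus M0 gave 220, by edgeR at an adjusted p under 0.05. In each test, 100 drawn splits of the treatment labels within populations, the labelled one included, were refitted. As many genes or more came from 2 of 100 splits for KO minus WT in M0, 2 in M2 and 4 for M2 minus M0. These shares lie under 0.05 but are not adjusted over the 6 tests. They argue against a chance arrangement of treatment labels for these 3 counts and do not exclude it. The shares were not under 0.05 for KO minus WT in M1 (16 of 100), ascites minus thio (12 of 100) and M1 minus M0 (5 of 100). Among the other splits as large, 8 for KO minus WT in M1, 11 for ascites minus thio and 4 for M1 minus M0 kept the treated libraries of a population together, and so did 1 for KO minus WT in M0, 0 in M2 and 3 for M2 minus M0. Such splits hold a real response, and mixed ones add the response to the spread within groups. The splits thus do not test the difference between 2 responses apart from the responses themselves.

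For KO minus WT in M0, calls numbered 1875 after a correction for library depth, 2069 after 1 for GC content and 1969 after 1 for transcript length. These corrections moved other genes and left the count within its range over single libraries left out, which argues against each trend as the whole cause. A correction for the 10 most abundant genes gave 2004 but moved no gene's estimate by over 0.05 on the log2 scale, so it tests nothing here. The count was 3121 without KO_M0 AP-3-84 replicate 3, 1013 without KO_M0 AP-3-84 replicate 2 and 1221 without WT_M0 AP-3-84 replicate 1. A library out of place in its group may therefore shape the number.

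The treated KO_M0 libraries were far apart. On the line from the KO_M0 vehicle mean (0) to the WT_M0 vehicle mean (1), replicate 3 lay at 0.328, replicate 1 at 0.582 and replicate 2 at 0.793. Vehicle libraries of KO_M0 lay from -0.0497 to 0.0431 and treated libraries of WT_M0 from 0.657 to 0.927. Replicate 3 correlated best with the KO_M0 vehicle mean (r 0.723), and its own group came 3rd (r 0.319). An untreated replicate 3 is argued against by its Hspa1a, 25.7 times the highest KO_M0 vehicle library. WT libraries among replicates 1 and 2 are argued against by Cdkn1a, Ccng1 and Phlda3, since 3 of 3 genes lay under every WT_M0 library in both. A swap of replicates 1 and 2 with another polarization is argued against, since both libraries lay under every library of that polarization, WT or KO, in 4 of 4 comparisons. Their highest CPM was 5.05 for Arg1 and 1710 for Saa3 against at least 40.3 and 21800 in M1, and 5.05 for Arg1 and 1.52 for Retnla against at least 689 and 406 in M2. A culture or preparation difference within the population may explain the spread and cannot be told apart from a variable response, since no label gives a culture batch. Rn7sk, chosen after its values were seen, stood at 1120 to 1460 CPM in KO_M0 vehicle libraries and at 93.5, 89.3 and 1430 CPM in treated replicates 1, 2 and 3, against 10.3 to 22.7 CPM in WT_M0 vehicle libraries and 15.1 to 55.8 CPM in KO_M1 and KO_M2 vehicle libraries. Treated WT libraries had more Rn7sk than vehicle ones, at 28.5 to 107 CPM in WT_M0. It was 10.3 to 17.6 against 3.87 to 4.78 CPM in WT_M1 and 15.3 to 62.4 against 5.07 to 7.51 CPM in WT_M2. In KO_M1 and KO_M2 the ranges of treated and vehicle libraries overlapped. By Rn7sk the KO_M0 vehicle libraries and treated replicate 3 are the unusual ones, and the lower values of replicates 1 and 2 run against the direction in WT. Cell cycle genes summed to 425 to 541 CPM in KO_M0 vehicle libraries, 865, 2300 and 950 CPM in treated replicates 1, 2 and 3 and 3070 to 3220 CPM in WT_M0 vehicle libraries, and do not set replicate 3 apart from replicate 1. A culture difference may also underlie part of the 3906 genes that differed between KO_M0 and WT_M0 vehicle libraries. A genotype-dependent response, the biological explanation that the design names, stays open.

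For KO minus WT in M1, calls numbered 1 after the correction for depth, 0 for GC content, 1 for transcript length and 1 for the most abundant genes, and at most 1 without any single library. The count of edgeR was 0 without any 1 of 9 of the 12 libraries, while 831 genes had an unadjusted p under 0.05 with every library and DESeq2 called 4. A single call is too few to weigh depth, GC content, transcript length, the most abundant genes or 1 library out of place, and these cannot be told apart from a difference between genotypes.

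For KO minus WT in M2, calls numbered 207, 195 and 195 after the corrections for depth, GC content and transcript length, which argues against these trends as the whole cause. The 204 of the correction for the most abundant genes tests nothing, as in M0. The count was 751 without KO_M2 vehicle replicate 1, 46 and 53 without KO_M2 vehicle replicates 2 and 3, 94 without WT_M2 vehicle replicate 2, 50 and 72 without WT_M2 AP-3-84 replicates 1 and 2, and 76 and 92 without KO_M2 AP-3-84 replicates 2 and 3. A vehicle library out of place in KO_M2 may hold the count down, and a genotype-dependent response stays open.

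For ascites minus thio, 17 calls were made after the correction for depth, which argues against depth as the whole cause, but 8 after that for GC content and 8 after that for transcript length, so these may account for part of the count. The 20 of the correction for the most abundant genes tests nothing. Without single libraries, calls numbered at most 26. They numbered 12, 7 and 8 without ascites vehicle replicates 1, 2 and 3, 10 without ascites AP-3-84 replicate 2, 8, 9 and 8 without thio vehicle replicates 1, 2 and 3, and 9 and 10 without thio AP-3-84 replicates 1 and 2. No library left out raised the count by over 1.5 times, so whether 1 library is out of place stays open. The biological explanation, that the 2 preparations respond differently, stays open beside the strain genotype and tumour that differ with them.

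For M1 minus M0, calls numbered 53, 59 and 62 after the corrections for depth, GC content and transcript length, and for M2 minus M0 183, 217 and 193. This argues against these trends as the whole cause of either count. The 56 and 218 of the correction for the most abundant genes test nothing. Without KO_M0 AP-3-84 replicate 3 the counts rose to 570 and 902. The M1 count was 32 without WT_M1 vehicle replicate 2, 33 without KO_M0 vehicle replicate 3, 34 and 36 without KO_M0 AP-3-84 replicates 1 and 2, and 37 without KO_M1 AP-3-84 replicate 1. The M2 count was 138 and 119 without KO_M0 AP-3-84 replicates 1 and 2, 336 and 130 without KO_M2 vehicle replicates 1 and 3, and 145 without KO_M2 AP-3-84 replicate 3. Among single libraries, KO_M0 AP-3-84 replicate 3, which may be out of place, thus moved both counts most. Libraries of other groups moved them too. As each difference is a mean over WT and KO, these counts do not show how much of it rests on KO_M0. A response that depends on polarization stays open.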

How the results depend on the processing

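All alternatives given here were planned. Of 368 counts of calls under an alternative, 222 lay within 1.5 times the count reported and 146 did not. Of 1103 values of named genes, 1020 kept direction and call, 77 lost the call, 4 gained one (Il1b in M2 against M0 of WT and, under 2 alternatives, of KO, and Retnla in M1 against M0 of KO) and 2 changed sign. The cause was not tested except where the alternative's construction gives it. Trp53 in KO against WT in M1, not called (edgeR adjusted p 0.547 to 1 over the alternatives), changed sign under total counts (0.034) and without KO_M1 vehicle replicate 3 (0.085, with a range from -0.447 to 0.085 over the libraries left out). Of 71 named results, 64 were called, 42 of them in every alternative, and 22 lost the call in at least 1.

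Without a filter on low counts, more genes were tested and the spread was estimated anew. More tested genes alone do not explain a lower p of a gene tested in both fits. For Il1b in M2 against M0 of WT, the edgeR adjusted p fell from 0.226 to 3.42e-07. Calls in this setting numbered 519 in ascites, 311 in WT_M0, 230 in WT_M1, 496 in WT_M2, 29 in KO_M1 and 577 in KO_M2. KO minus WT gave 162 in M1 and 757 in M2, ascites minus thio 155, M1 minus M0 528, M2 minus M0 765 and KO against WT in M2 959. DESeq2 gave 50 in WT_M0, 28 in WT_M1, 263 in WT_M2 and 71 in KO_M2, 4 and 356 for KO minus WT in M1 and M2, 55 for ascites minus thio, 173 and 407 for M1 and M2 minus M0 and 699 for KO against WT in M2. With all 48 libraries in one fit, counts were 112 in ascites, 52 in thio, 55 in WT_M0, 17 in WT_M1, 274 in WT_M2 and 52 in KO_M2. They were 437 for KO minus WT in M2, 2 for ascites minus thio, 204 and 438 for M1 and M2 minus M0, 794 for KO against WT in M2 and 3252 for ascites against thio. With only the libraries of the groups compared, fewer samples estimate the spread, and counts were 68 in WT_M0, 107 in WT_M1, 59 in WT_M2, 704 in KO_M0 and 0 in KO_M2. That 0 is from edgeR, where 1454 genes had an unadjusted p under 0.05 in the fit of all 36 libraries and DESeq2 called 71. KO minus WT gave 2 in M1 and 35 in M2, M2 minus M0 gave 64 and KO against WT in M2 gave 7.

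Size factors of DESeq2 in edgeR and total counts each left 0 calls in KO minus WT in M1, where edgeR gave 831 genes at an unadjusted p under 0.05 and DESeq2 4 calls. Total counts gave 2093 and 640 for KO against WT in M1 and M2. Requiring an absolute log2 fold change of at least 1, a stricter threshold by construction, left 130 in ascites, 145 in thio, 1218 in KO_M0, 10 for ascites minus thio and 146 for M2 minus M0. It left 2108, 623 and 204 for KO against WT in M0, M1 and M2, 841 and 1372 for M1 and M2 against M0 in WT, 3071 and 2485 in KO and 2352 for ascites against thio.

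With the replicate number as a block, counts were 174 in ascites, 314 in thio, 8 in WT_M0, 60 in WT_M2, 1 in KO_M2, 80 for KO minus WT in M2, 5 for ascites minus thio and 103 for M2 minus M0, and the other 14 counts lay within 1.5 times. The numbers do not pair the libraries. Of 24 pairs with the same number, 4 had a correlation of residuals over 0.1 (range -0.327 to 0.375), and 0 populations had it in all 3.

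Without 1 library at a time, where a group of 2 is assumed to vary like the others, counts ranged from 196 to 312 in ascites, 427 to 598 in thio, 0 to 17 in WT_M0, 1 to 17 in WT_M1, 29 to 188 in WT_M2, 1074 to 3597 in KO_M0, 0 to 0 in KO_M1 and 0 to 562 in KO_M2. KO minus WT ranged from 1013 to 3121 in M0, 0 to 1 in M1 and 46 to 751 in M2, ascites minus thio from 7 to 26, M1 minus M0 from 32 to 570 and M2 minus M0 from 119 to 902. KO against WT ranged from 2816 to 3705 in M0, 580 to 1778 in M1 and 97 to 916 in M2. M1 and M2 against M0 ranged from 1118 to 1522 and 1968 to 2544 in WT, and from 4390 to 4830 and 3418 to 4344 in KO, and ascites against thio from 4970 to 5219.

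List calls numbered 15 of 104 with an estimated correlation and 35 with fry, against 47. Of 330 values of single list tests, 277 kept direction and call, 49 lost the call and 4 gained one. The last were hypoxia and glycolysis by fry in ascites and thio (fry adjusted p 0.00776 and 0.0141), the cell cycle by fry in thio (fry adjusted p 0.0243) and hypoxia and glycolysis in KO_M0 with the block (camera adjusted p 0.0262). Simulated 2-fold changes, set only in genes with an average log2 CPM of 3 or more, were recovered in 59% in WT_M0 against 94% in ascites. These libraries differ in depth and in variability, and no simulation separated the 2.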

Other observations

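The tests in this part were chosen after the results were seen, except the other splits of the libraries, the tests of single genes for M1 minus M0, the tests of the p53 list for KO minus WT and the summed lists of other cells, which were planned.

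For comparisons of 3 with 3 libraries, all 10 splits were refitted, and since their share is never under 0.1, chance cannot be excluded by this test. The labelled split gave the highest count, 1 of 10, in ascites, thio, WT_M0, WT_M1, WT_M2 and KO_M0 after AP-3-84. As many calls came from 3 of 10 splits in KO_M2, where another split gave 348, and from 10 of 10 in KO_M1, where another gave 142. The labelled split also gave the highest count, 1 of 10, for KO against WT in M0 and M1, for M1 and M2 against M0 in both genotypes and for ascites against thio, while 2 of 10 gave as many for KO against WT in M2 (419, against 600 in another split). For genes called alike in all 8 populations the count was 0 in 100 of 100 draws, which excludes nothing.

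In KO_M1, where edgeR and DESeq2 called 0 genes and 206 had an unadjusted edgeR p under 0.05, the split with 142 calls exchanges vehicle replicate 2 and AP-3-84 replicate 1. Vehicle replicate 2 correlated best with the treated mean (r 0.85, own group 0.608) and AP-3-84 replicate 1 with the vehicle mean (r 0.865, own group 0.714), which goes with a swap of these 2 libraries. For 52 genes called higher in at least 3 of the other populations, the mean log2 CPM was 0.22 higher in AP-3-84 replicate 1 than in vehicle replicate 2, against the direction that a swap gives for a response like that elsewhere. These genes did not separate the groups, with means from the population mean of -0.11 to 0.05 in vehicle and -0.05 to 0.11 in treated libraries, so a swap cannot be told apart from other differences between the libraries. A response of KO_M1 that is absent or too small to be called stays open.

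Inflammatory genes were lower after AP-3-84 in WT_M2. That vehicle replicate 1 alone caused this is argued against by the list without it (camera p 1.47e-11, median log2 fold change -0.88, 20 of 23 genes lower). Neutrophils in that library may add to it. Camp, Ltf, Mmp8 and Ly6g summed to 378 CPM there (17.8, 80.7, 278 and 1.11 CPM), and S100a8 and S100a9 to 3710 CPM, but Retnlg was at 0 CPM and Cxcr2 at 4.17 CPM. The list of 8 neutrophil genes also reached 3640 CPM in a KO_M1 library, so neutrophils cannot be told apart from a change in the macrophages. The library lay at 0.225 on the line from the other 2 vehicle libraries (0) to WT_M1 vehicle (1), where treated WT_M2 libraries lay from 0.0728 to 0.146. That RNA of M1-treated cells is the whole cause is argued against, since no single share of it gives these values. Saa3, the most abundant M1 transcript, allows a share of 4.65% (3420 CPM against 66500 to 73100 CPM in WT_M1), and 8 of 12 M1 markers lay above what that share gives. Over the 10 most abundant M1 transcripts the share ranged from -2.71% to 66.8%. Partial activation of the macrophages stays open.

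Leaving out KO_M2 vehicle replicate 1 raised the KO_M2 count from 6 to 562. The SD over genes of the log2 CPM difference was 0.46 between vehicle replicates 2 and 3 and 0.55 and 0.667 in the pairs with replicate 1, and replicate 1 correlated best with the treated mean (r 0.88, own group 0.547). This is consistent with a library out of place among the vehicle libraries. Treated replicate 1 in turn correlated best with the vehicle mean (r 0.772, own group 0.738), which goes with a swap of these 2 libraries, but that swap is argued against by Hspa1a, whose lowest treated library stood at 5.43 times the highest vehicle library. No biological explanation was tested.

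Ascites AP-3-84 replicate 1 had 20388 genes detected. Lower depth is argued against, since the other ascites libraries thinned to its total or below it had at least 22093. Gene copies counted differently are argued against, since 92.9% of the gene sets with identical counts in the other 5 libraries (13 of 14 sets, 38 genes) stayed identical in it. No biological explanation was tested.

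Tmprss11a and Tmem245 rose with Rn7sk in peritoneal libraries. A candidate explanation is reads of 7SK RNA counted at copies inside other genes. Rn7sk and the transcripts shared 0 stretches of 30 bases, but introns were not used here, so this cannot be told apart from a change of the genes themselves. No biological explanation was tested.

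Ubb stood at 4.87 to 275 CPM in KO libraries, 590 to 1120 CPM in WT and 381 to 639 CPM in peritoneal libraries, while Gm1821 had 3019 counts over the KO libraries, 1 over WT and 0 over peritoneal ones. Of the 711 30-base stretches of Gm1821, 86.6% also lie in Ubb, which has 1247. Ubb reads counted at Gm1821 are argued against as the cause of the lower Ubb, since the sum of both was at most 326 CPM in a KO library. Shared reads stay open for Gm1821 itself, which had 1 count in WT libraries with more Ubb. Ubb lies within 20 Mb of Trp53, and donor variants carried along with the knockout allele may be behind it. Of 429 tested genes in that stretch, 2 were called alike in all 3 comparisons of KO with WT, against 21 of 11350 elsewhere (Fisher exact p 0.204, adjusted over 4 tests 0.272). Ubb was not among these 2, so this count says little about Ubb itself. For M0, M1 and M2 alone the adjusted Fisher exact p was 0.715, 0.00288 and 0.064. These values do not decide, and variants cannot be told apart from an effect of p53 loss.

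Ovarian epithelial or ID8 tumour genes summed to 211 to 272 CPM in ascites and 2.81 to 4.98 CPM in thio libraries, and 8 of 8 were higher in every ascites than in every thio library. Krt18 stood at 67.2 to 95.2 CPM and Krt8 at 45.7 to 60.9 CPM in ascites. This is consistent with RNA of other cells in the ascites samples, and a change in macrophages of tumour-bearing mice stays open. Other lists summed to at most 33.3 CPM for B cells (KO_M0), 7.57 CPM for T cells (KO_M0), 22.2 CPM for eosinophils or mast cells (WT_M1) and 4090 CPM for neutrophils (WT_M2, where the lowest library had 245).

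Heat shock genes rose less in M1 than in M0 (camera adjusted p 0.0118, fry adjusted p 0.0204, over 18 list tests). The median log2 fold change was 0.61 in KO_M0 and 0.02 in KO_M1, but -0.02 in WT_M0 and 0.06 in WT_M1, so the list median was lower in M1 in KO only, where the treated KO_M0 libraries spread apart. Single genes rose less in M1 in WT too, Hspa1a by log2 fold changes of 2.15 in WT_M1 and 3.85 in WT_M0 and Hspa1b by 1.57 and 2.5. The difference M1 minus M0 was called for Hspa1a (-2.71, edgeR adjusted p 0.0326) and not for Hspa1b (-1.74, edgeR adjusted p 0.269). A response that depends on polarization stays open. The p53 targets rose in WT_M1, and a p53-dependent response is a candidate explanation. KO minus WT was called lower for the list in 1 of 3 polarizations (M1). The median difference was -0.27 in M2 and 0.04 in M0, neither called (camera adjusted p 0.267 for each). This does not decide it.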
